A study of Saccharomyces cerevisiae with 6 samples. Its data were reported in "Century-old chromatin architecture revealed in formalin-fixed vertebrates" (2024).

How the data were processed

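Messenger RNA was measured by RNA-Seq in the yeast *Saccharomyces cerevisiae*, strain BJ5464, a laboratory strain that the labels describe as a URA3 deletion auxotroph. The labels place 3 libraries in the heat shock group and 3 in the optimal growth group. A culture grown at 28 °C was divided, and one part was held at 37 °C for 20 min. According to the labels, each group's libraries came from aliquots of its part of that culture, and the libraries were stranded and made from polyadenylated RNA. The replicates therefore carry the error of sampling, extraction and sequencing, and not the variation between independent cultures.

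The values analysed here were the authors' own comparison of the groups. The authors aligned the reads with kalign to a repeat-masked yeast reference genome and ran the Trinity edgeR pipeline between the treatments, per the paper's methods. The deposited table gives, for each of 5793 features, a log2 fold change of heat shock over optimal growth, the log2 of the mean CPM (read counts scaled to a common library size) over the libraries, a p-value and an adjusted p-value (FDR). The log2 values and the p-values were used as the authors deposited them. For this table, the paper's methods and the labels do not state the read counter, its use of strand, its handling of reads that match several genes, the filter on low counts, the edgeR test or its dispersion setting. These choices act on low genes, on near-identical gene copies and on overlapping genes in particular. The table holds no value per library. Read depth per library is therefore unknown here, and no standard deviation, no refit and no regrouping of the libraries was made.

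The deposited FDR values were checked to equal the Benjamini-Hochberg adjustment of the deposited p-values. Genes with FDR under 0.05 were counted by direction. Fold changes are on the log2 scale throughout. Gene symbols, coordinates and exon numbers came from the RefSeq annotation of assembly R64, the assembly that the paper names; coordinates are 1-based. Of the 5793 features, 5715 matched a locus tag, 76 matched a symbol regardless of case and 2 did not match. For each gene named, the share of its 50-base words that occur elsewhere in the genome was counted on both strands, as a measure of reads that a near-identical copy could share. A word repeated within the gene itself was counted as well.

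For 11 gene lists fixed before the data were examined, the median log2 fold change was compared with 10000 random lists of the same size, matched on classes of abundance (10 classes of log2 mean CPM). A list stood apart when fewer than 2.5% of random lists were as high or as low. This percentile describes these libraries and is not a test across cultures. Members with FDR under 0.05 were counted over all genes, and also adjusted over the list alone. CPM per group was derived from the deposited fold change and mean CPM, on the assumption that the mean CPM is the plain average of both groups. Genes named in the text followed a rule fixed before the data were examined. The rule took GAD1, HSP26, HSP42 and HXT2, which the study shows, and URA3. It added the 5 highest and the 5 lowest fold changes among genes with FDR under 0.05 and a log2 mean CPM of at least 5, the 3 most abundant genes, and at most the highest and the lowest significant member of each list. Other genes named were chosen after their values were seen, and the text says so.

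Alternatives were a stricter FDR (0.01 or 0.001), a minimum absolute log2 fold change (1 at FDR 0.05, or 2 at FDR 0.001), Bonferroni and Benjamini-Yekutieli adjustment, a minimum log2 mean CPM of 1 or 5, protein-coding genes alone, centring on the median or on the abundance-weighted mean, and, for the lists, the mean of members and unmatched random lists. One more scaling, to equal totals of the derived CPM, was chosen after the data were seen.

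The code was tried on simulated data, with counts drawn for 5793 genes at the deposited abundances and 200 genes changed by 1 on the log2 scale. Read depth was assumed, as was the spread between libraries (a coefficient of variation of 5%). Of the changed genes, 99% were recovered, and 0.107% of the unchanged genes were called. These simulated calls did not come from the authors' edgeR run, whose test and dispersion are not stated. The rates therefore say nothing of errors among the deposited calls. A simulated list of 30 shifted genes lay above all 10000 random lists, and 1 of 40 unshifted lists lay outside their central 95%. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.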

Results

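Gene expression was compared between yeast held at 37 °C for 20 min (heat shock) and yeast kept at 28 °C (optimal growth), with 3 libraries in each group. The comparison asked which transcripts changed in fresh cells, for use as a reference for chromatin signals in fixed cells. One culture was split into both groups, and the libraries of a group were aliquots of its part. Differences were therefore judged against the spread between aliquots, and they compare 2 parts of one culture. The authors' deposited table held one fold change per gene and no value per library, so neither a standard deviation nor a depth per library is given.

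The authors' deposited table covered 5793 features, of which 5706 were protein-coding genes. The log2 mean CPM ranged from -0.55 to 14.12, with a median of 6.26. The median log2 fold change of all genes was 0.02 in the authors' deposited table.

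At FDR under 0.05, 2237 genes were higher and 2121 genes were lower after heat shock in the authors' deposited table. Together they made up 75.2% of the genes tested. Most of these changes were small. With a minimum absolute log2 fold change of 1, the authors' deposited table gave 390 higher and 306 lower genes, and with a minimum of 2 it gave 101 and 14. The alternative that moved the counts most, FDR under 0.001 with a minimum of 2, also gave 101 and 14 genes. Of the 5793 p-values in the authors' deposited table, 58 were listed at 0.

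**Figure D1:**
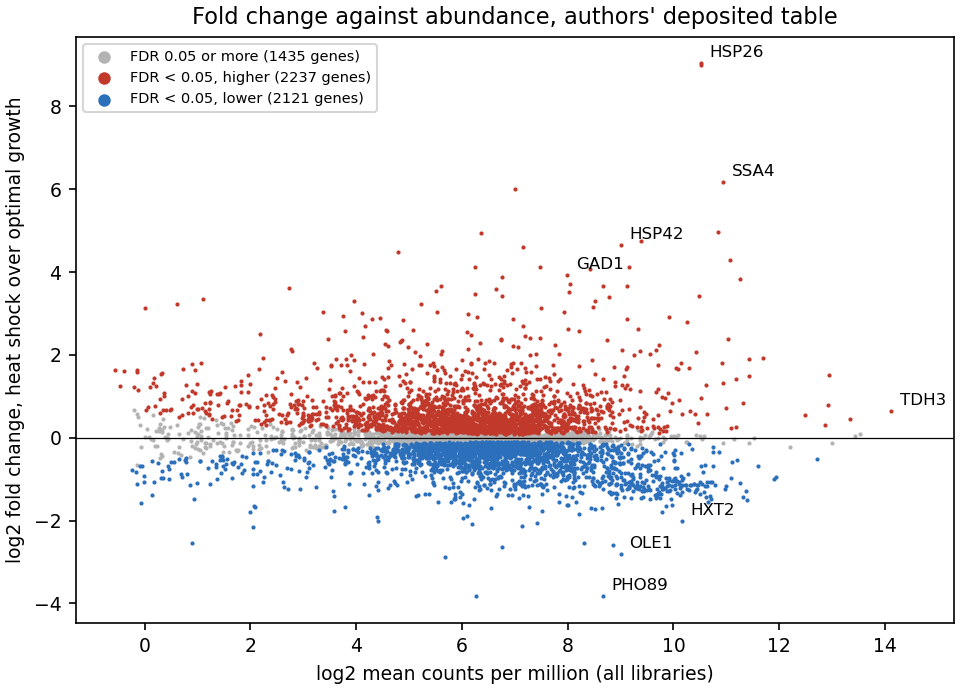
Log2 fold change of heat shock over optimal growth (vertical axis) against log2 mean CPM of all libraries (horizontal axis), 1 point per gene, from the authors' deposited table; red and blue points have FDR under 0.05. The 2237 higher and 2121 lower genes lie on both sides of 0 at most abundances, and the largest changes are increases, up to 9.04 for HSP26.

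**Figure D2:**
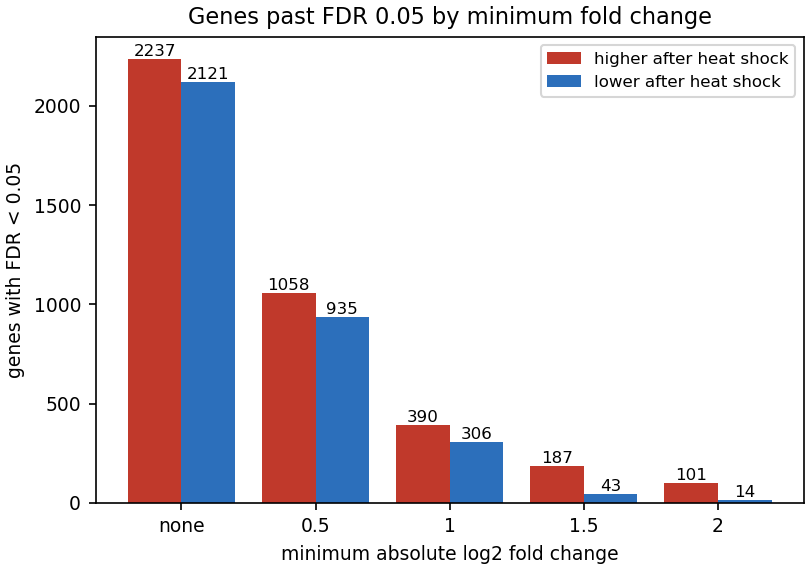
Number of genes with FDR under 0.05 (vertical axis) by the minimum absolute log2 fold change required (horizontal axis), with bars for higher and lower genes, from the authors' deposited table. Higher and lower genes are similar in number with no minimum (2237 and 2121) and differ at a minimum of 2 (101 and 14).

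The study shows the genes GAD1, HSP26, HSP42 and HXT2 as examples. GAD1 (YMR250W) lies on chromosome XIII from 770801 to 772558 on the plus strand and has 1 exon. Its log2 fold change was 3.93 in the authors' deposited table. HSP26 (YBR072W) lies on chromosome II from 382030 to 382674 on the plus strand and has 1 exon. Its log2 fold change of 9.04 was the highest among genes with a log2 mean CPM of at least 5 in the authors' deposited table. HSP42 (YDR171W) lies on chromosome IV from 806621 to 807748 on the plus strand and has 1 exon. It was higher by 4.65 on the log2 scale in the authors' deposited table. For these 3 genes the FDR was listed at 0. HXT2 (YMR011W), on chromosome XIII from 288079 to 289704 on the plus strand with 1 exon, fell by 2.02 on the log2 scale in the authors' deposited table (FDR 1.36e-125).

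Among genes with a log2 mean CPM of at least 5, the next highest fold changes in the authors' deposited table were 9.01 for HSP12, 6.17 for SSA4, 5.99 for SOL4 and 4.97 for HSP82. Of the 50-base words of HSP82, 6.39% occur elsewhere in the genome. The lowest fold changes in the authors' deposited table were -3.83 for MF(ALPHA)2, -3.82 for PHO89, -2.87 for PHO11, -2.81 for OLE1 and -2.64 for PHO12. PHO11 and PHO12 are near-identical copies. They share 88.3% and 87.2% of their 50-base words with other parts of the genome, so their separate values are uncertain. PHO89 (YBR296C) lies on chromosome II from 796798 to 798522 on the minus strand and has 1 exon.

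The 3 most abundant genes were TDH3, PDC1 and FBA1, with log2 mean CPM of 14.12, 13.52 and 13.43 in the authors' deposited table. TDH3 was higher by 0.64 on the log2 scale in the authors' deposited table (FDR 2.94e-12), and 24.4% of its 50-base words occur elsewhere. PDC1 and FBA1 did not differ by more than the spread between libraries in the authors' deposited table, with FDR of 0.478 and 0.673.

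URA3 (YEL021W) lies on chromosome V from 116167 to 116970 on the plus strand and has 1 exon. The labels describe the strain as lacking it. Its log2 mean CPM was 7.10 in the authors' deposited table, and it fell by 1.07 on the log2 scale after heat shock (FDR 8.79e-30).

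The median log2 fold change of 42 chaperone genes was 1.78 in the authors' deposited table, and 0 of 10000 random lists were as high. Of these genes, 32 were higher and 10 lower at FDR under 0.05 over all genes. Adjusted over the list alone, 42 passed. SSB1 had the lowest value of this list in the authors' deposited table, -1.48, and shares 43.2% of its 50-base words with other parts of the genome. The 20 genes of trehalose and glycogen metabolism had a median of 1.63 in the authors' deposited table, with 18 higher and 2 lower. All 20 passed when adjusted over the list alone, and 0 random lists were as high. TSL1 was the highest of them, at 4.12, and PGM1 the lowest, at -0.68, in the authors' deposited table. The 34 proteasome genes had a median of 0.66 in the authors' deposited table, with 33 higher and 0 lower. Adjusted over the list alone, 33 passed, and 0 random lists were as high. The 29 antioxidant genes had a median of 0.35 in the authors' deposited table, with 19 higher and 7 lower. Adjusted over the list alone, 26 passed, and 7 random lists were as high. CTT1 at 3.58 and GPX2 at -1.43 were the highest and the lowest of them in the authors' deposited table.

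The 137 genes of cytosolic ribosomal proteins had a median of -1.16 in the authors' deposited table. Of these, 136 were lower and 0 higher, 136 passed when adjusted over the list alone, and 0 of 10000 random lists were as low. Many of these genes are pairs of similar copies, so values of single members are uncertain. The derived share of CPM of this list was 16.6% under optimal growth and 7.60% after heat shock, computed from the authors' deposited table. The 119 ribosome assembly genes had a median of -0.72 in the authors' deposited table, and all 119 were lower, also when adjusted over the list alone. UTP20 had the lowest value in this list in the authors' deposited table, -2.13. Again, 0 random lists were as low.

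The 19 glycolysis genes had a median of 0.44 in the authors' deposited table, with 11 higher and 2 lower, 13 past the threshold when adjusted over the list alone, and 17 random lists as high. GPM2 at 3.66 and HXK2 at -1.11 were its highest and lowest members in the authors' deposited table. The 20 tricarboxylic acid cycle genes had a median of 0.26 in the authors' deposited table, with 13 higher and 2 lower. Adjusted over the list alone, 15 passed. Of the random lists, 105 were as high, and the list no longer stood apart when the mean replaced the median.

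For 3 lists the median did not stand apart from random lists of matched abundance. The 11 histone genes had a median of -0.74 in the authors' deposited table. All 11 were lower, also when adjusted over the list alone, and 349 random lists were as low. The 17 hexose transport genes in the table had a median of 0.32 in the authors' deposited table, with 10 higher and 4 lower, 14 past the threshold when adjusted over the list alone, and 961 random lists as high. Its median was -1.50 in the 4 members with a log2 mean CPM of at least 5. HXT4 had the lowest value in this list in the authors' deposited table, -2.53. The 72 genes with names of mitochondrial ribosomal proteins had a median of -0.06 in the authors' deposited table, with 8 higher and 26 lower, 32 past the threshold when adjusted over the list alone, and 635 random lists as low. The highest of them, MRP8 at 1.37 in the authors' deposited table, is described by the annotation as first taken for such a protein from its sequence.

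**Figure D3:**
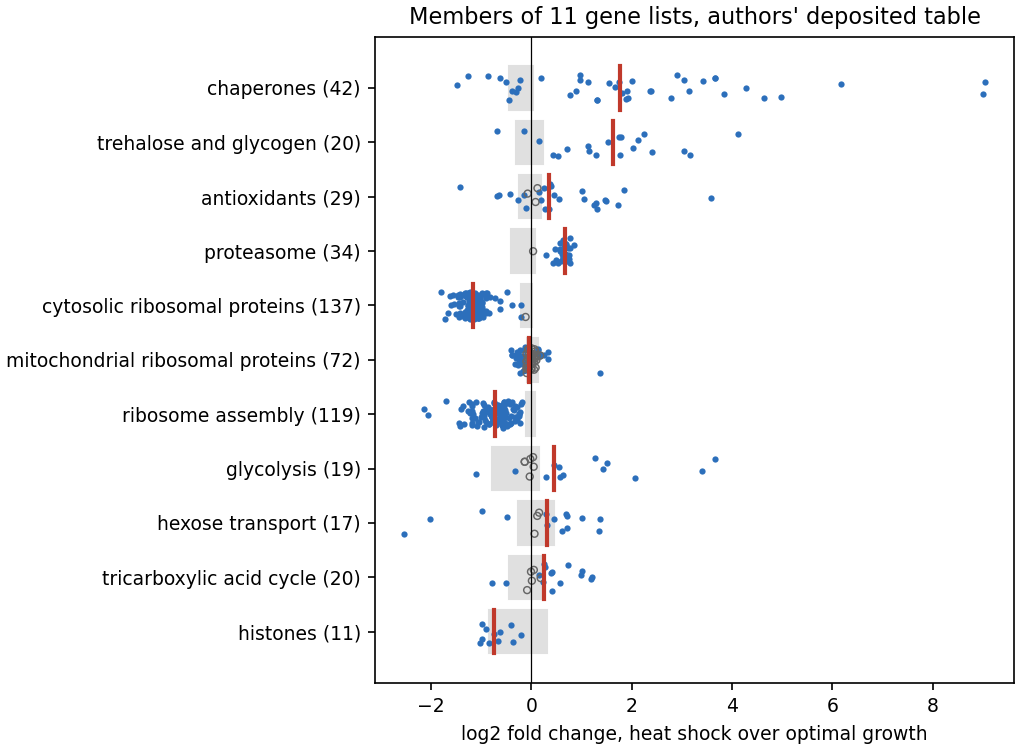
Log2 fold change (horizontal axis) of each member of 11 gene lists (vertical axis, with the number of members), from the authors' deposited table; filled points have FDR under 0.05, open points do not, red bars are list medians and grey boxes span the central 95% of medians of 10000 random lists matched on abundance. The medians of chaperones (1.78) and of cytosolic ribosomal proteins (-1.16) lie outside their boxes on opposite sides.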

Values the study reported

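The study reported a log2 fold change of 3.8 for GAD1 and of 9.02 for HSP26 after heat shock. For HSP42 it reported a log2 fold change of 4.86, and for HXT2 one of -2.21. It counted 352 genes as significantly upregulated by RNA-Seq.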

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

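The 3 scalings tried moved all log2 fold changes by -0.02, 0.003 and 0.05. The last of these, to equal totals of derived CPM, was chosen after the data were seen. The smallest absolute change of a significant gene was 0.096, so shifts of this size could not change the direction of such a gene, and the counts of higher and lower genes under them say nothing about stability.

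Counts of higher and lower genes stayed within 1.5 times of the values reported under FDR 0.01, FDR 0.001, Bonferroni, Benjamini-Yekutieli, both abundance filters and protein-coding genes alone. They ranged from 1576 to 2221 higher genes and from 1455 to 2090 lower genes across these 7 settings. A minimum fold change had a larger effect, by construction. With FDR under 0.05 and an absolute log2 fold change of at least 1, 390 genes were higher and 306 lower, 12.01% of the genes tested. With FDR under 0.001 and at least 2, 101 were higher and 14 lower, 1.99%. The median log2 fold change of all genes was 0.0144 at a log2 mean CPM of at least 1 and -0.0115 at one of at least 5, and the abundance-weighted mean was -0.0032.

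Of the 11 lists, 8 kept their direction and their standing against random lists with the mean of members, with unmatched random lists and with the abundance filter. The filter removed no member of the chaperone, proteasome, cytosolic ribosomal protein, ribosome assembly, glycolysis and histone lists, so for these it changed only the random lists. The scalings move members and random lists alike and could not change that standing; no list median changed sign under them. The hexose transport median was -1.50 with 4 members at a log2 mean CPM of at least 5, and its 0.32 stood apart when random lists were not matched on abundance. For the tricarboxylic acid cycle, the mean of members (0.33) did not stand apart, and neither did the median (0.26) against unmatched lists. For histones, the mean of members (-0.71) stood apart, as did the median (-0.74) against unmatched lists. In the hexose transport list the abundance filter left fewer genes; the cause of the other changes was not tested.

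No paired analysis was possible because the table gives one comparison per gene and no value per library. For the same reason a fit with DESeq2, a fit with a replicate block, other tests and count filters, and leaving out each replicate were planned and not run, and other splits of the 6 libraries could not be counted. Whether 1 library decides any result is therefore unknown. Depth per library is unknown as well, which limits what can be said of low genes.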

Other observations

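The tests of trends, of neighbour abundance, of chromosome ends and of gap length were fixed before their results were seen; the tests of scaling, of shared reads, of differences after the split and of URA3, and the test that combines gap with abundance, were chosen only after the result was seen. The trend tests of gene lists were first run on whole lists, and the genes that had prompted each list were then left out. Looking for patterns covered 5 classes of gene pairs, 5 classes of distance from chromosome ends, trends with 3 gene properties and 5 gene lists added after the data were seen.

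The count of higher genes here was 2237. That is higher than the count quoted from the study above. With a minimum absolute log2 fold change of 1, the count here was 390, which is nearer to it. The paper's main text gives no cut-off for the quoted count, and other sources for it were not used here.

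The log2 fold changes in the authors' deposited table were 3.93 for GAD1, 9.04 for HSP26, 4.65 for HSP42 and -2.02 for HXT2. The values quoted from the study above are somewhat lower for GAD1 and HSP26, higher for HSP42, and a larger fall for HXT2. What setting, annotation or counting made the difference was not tested.

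Of the genes tested, 75.2% passed FDR 0.05. The p-values and fold changes of the authors' deposited table imply a median standard error of 0.061 on the log2 scale (5221 genes with a p-value that allows the inference), and 54.3% of significant genes changed by less than 0.5. A small spread between aliquots may therefore account for the number of genes past the threshold. An error of scaling shared by all genes was argued against. Under the constant shifts tried, from -1 to 1, the share of genes past FDR 0.05 was at least 75.1%. In a simulation with only such a shift, the lowest share was 0%. Because the aliquots came from one part of one culture per condition, the standard error says nothing of how other cultures would differ.

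Genes known to respond to phosphate were lower after heat shock. This list of 22 genes was drawn up after PHO genes were seen among the lowest. A first version left out CTF19, HOR2, HIS1 and DDP1 after some values had been seen. Those genes were then restored to the list, so membership was not settled blind to the values. HOR2 was not matched under that name, so its value entered none of the results for this list. The 21 members that were matched had a median of -0.69, with 17 lower and 2 higher, and 1 of 10000 random lists was as low. PHM7 (2.71) and PHM8 (1.49) went the other way. Reads shared between the acid phosphatase genes do not account for the list. Without the 3 of them that the list held (PHO5, PHO11 and PHO12) the median was -0.60, and also without PHO89 it was -0.58, with 13 random lists as low. Of the 4 acid phosphatase genes, with a median of -2.61, 3 were lower, and PHO3, which the phosphate list did not hold, was higher by 0.20. After trends with GC content, gene length and abundance were removed, the 17 members that had not prompted the list had a median of -0.45, with 37 random lists as low. Both conditions were parts of one culture, so a difference from before the split is excluded by the design. A difference other than temperature that arose in handling after the split cannot be told apart from an effect of heat on this median of -0.69, since the culture was split once. A response of phosphate-regulated genes to heat shock is one hypothesis that stays open.

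Genes specific to alpha cells were lower as well. The 5 genes, listed after MF(ALPHA)2 was seen among the lowest, had a median of -1.42 and all were lower; 1 random list was as low. Without the 2 alpha-factor genes, whose own median was -2.65, the median of STE3, SAG1 and AFB1 was -1.36, with 15 random lists as low, which argues against shared reads as the whole cause. It was -1.24 after the trends were removed. The 6 genes specific to a cells had a median of 0.37, with 3 higher and 1 lower, inside the central 95% of random lists. Their log2 mean CPM ran from -0.13 to 4.91, against a median of 6.26 over all genes. Their values are therefore less certain, and the contrast with the genes specific to alpha cells is weak. Here too a difference from before the split is excluded by the design, and one other than temperature that arose after it cannot be told apart from an effect of heat on this fall (-1.42), as the culture was split once.

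Neighbouring genes transcribed away from each other changed together. Across 1491 such divergent pairs, Pearson's r of the log2 fold changes was 0.165 and Spearman's rho 0.134, each with a permutation p of 0.0001, the smallest that the permutations can give, and 0.0005 after Benjamini-Hochberg adjustment over the 5 pair classes. The correlation is across genes, which are not independent replicates. It was 0.089 for 1477 convergent pairs (adjusted permutation p 0.0012) and 0.076 for 2766 tandem pairs (0.0007). In 40 overlapping pairs, where reads can be counted in both genes, r was 0.519 (0.0007). Genes 10 positions apart had an r of -0.012 (0.341). Distance from chromosome ends alone did not order the fold changes, with medians from 0.002 to 0.09 in the 5 classes.

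Several technical explanations of the divergent pairs were argued against. In 983 pairs of similar abundance, r was 0.150, so reads spilling from an abundant gene into its neighbour do not account for the whole correlation. In 182 pairs that differed by at least 4 in log2 mean CPM, where spill would act most, r was 0.192 (permutation p 0.0132) and rho 0.023 (0.747). A contribution of spill in that class stays open. After removing the trends, r was 0.168. Without genes within 30 kb of a chromosome end, it was 0.161. The 704 divergent pairs less than 500 bp apart had an r of 0.302, and the 787 pairs further apart had one of 0.085. The difference of 0.218 was larger than in shuffled gap classes (permutation p 0.003). Among close pairs of similar abundance, r was 0.212 (528 pairs, permutation p 0.0001, the smallest they can give). A regulatory region shared by the 2 genes is a candidate explanation. Reads from overlapping 5' ends, if strand was not used in counting, stay open for the closest pairs.

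URA3 had a mean of 137 CPM over all libraries in the authors' deposited table, more than 71.0% of the genes. This argues against the whole of the gene being missing from the cells. Which part of the gene the reads came from was not analysed here. Any change to a part of the gene, such as a partial deletion or a point mutation, therefore stays open.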
